A study of Mus musculus with 7 samples. Its data were reported in "Genome-wide mapping of cancer dependency genes and genetic modifiers of chemotherapy in high-risk hepatoblastoma" (2023).

How the data were processed

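The data were 7 single-cell RNA libraries of mouse liver tissue. The deposited matrices hold raw counts of UMIs per gene and barcode, with no normalization and no cell filter. Per the file headers they were made with Cell Ranger 4, while the paper's methods name a later release with introns counted, so which run made them is not settled. Each library had 3 files, and the list of 32285 genes was identical in all. Of these genes, 32235 were found in GENCODE M21 by identifier and 50 were not. The build is not stated, so coordinates are those of that annotation.

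Cells were called as Cell Ranger does, in code written for this purpose. Barcodes above the 99th percentile of the top 3000 barcodes divided by 10 were taken first. Barcodes of at least 500 UMIs were added where their profile differed from the ambient profile, at most 20000 per library, in a Monte Carlo test with 10000 draws at an adjusted p of 0.01. The ambient profile was the sum of barcodes ranked 45000 to 90000. The limit of 20000 was reached in NEJ634, NEJ709 and NEJ723, so further barcodes there were not tested. Cells with over 500 UMIs and at most 20% mitochondrial UMIs were kept.

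Doublet scores came from Scrublet as run by scanpy. Its own threshold marked 13.4% of cells in NEJ634 and at most 0.0379% in the other libraries. The cells with the highest scores were therefore removed at the expected rate of 0.8% per 1000 cells. Counts were normalised to 10000 per cell and log-transformed, and 2000 variable genes, 40 components and 15 neighbours were used for Leiden clustering at resolution 1. The 60 genes reported on were left out of clustering. Clusters were named from 138 markers of 17 classes, fixed before the data were examined. A name needed a mean log2 fold of at least 1.5 over other clusters, a lead of at least 1 over the next class and at least 3 markers up 2-fold at 10 CPM or more. These limits on naming were set after the data had been seen, and the unnamed share of each library follows from them. Levels and haemoglobin shares within a class of a library were reported from 20 cells, and shares of cells from any number. Classes are named as "-like" because no reference cells were used.

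Levels were UMIs summed over cells per 1000000 UMIs (CPM). The C1 and C2 signature used 8 genes each, a pseudocount of 1 and intervals from 1000 Poisson resamples. The ambient share of a pool of cells was estimated from markers that T/NK, B and endothelial cells should lack. The named genes were 21 genes the study names in its single-cell section, the 16 signature genes, 5 sex-linked genes and the 5 genes of widest range in hepatocyte-lineage-like cells. In that range, a library at 0 UMIs was set to 3 UMIs, and lower counts were kept with their interval. A first version had set counts of 1 and 2 to 3 as well. It was changed after its list of 5 genes had been seen, and the change put Cyp2a4 and Ces3b in the place of Serpina3k and H19.

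The labels gave 0 groups, so no test between groups was made, and libraries were not treated as replicates. Shared barcodes were compared with the number expected from independent draws among all listed barcodes. Alternatives changed the calling rule, quality limits, doublet removal, clustering, the total used for CPM, weighting of cells, ambient subtraction, the pseudocount, the signature genes and thinning. An additional pair was chosen after seeing the data: leaving out barcodes called in 2 or more libraries, and ambient profiles without barcodes that are cells of another library.

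The steps were tested on simulated data. Of 2000 simulated empty droplets 2 were called, and of 200 cells 200 were called. These empty droplets were drawn from the same NEJ654 ambient profile that they were tested against. The low-UMI barcodes of NEJ654 varied more between each other than such draws do. The share of empty droplets among called barcodes was therefore not measured. All 17 simulated classes were named correctly. An ambient share of 10% was recovered as 9.98%. Poisson intervals held the true value in 95.8% of cases. Of 200 simulated ratios between libraries, 193 lay within 0.5 of the true log2 value.

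Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, scikit-image 0.26.0, numba 0.67.0 and matplotlib 3.10.9. The spatial, bulk and screening data of the study and its additional tumor sample were not analysed here. Sequencing reads were not used here.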

Results

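Single-cell RNA sequencing of mouse liver tissue was examined in 7 libraries, each made with a droplet kit that tags transcripts with unique molecular identifiers (UMIs). The labels describe every library as a hepatoblastoma murine model. The study describes MYC-driven liver tumors and healthy livers, and it names NEJ634, NEJ687, NEJ709 and NEJ723 as tumors. Groups were taken from the labels alone, which give none, so values are given per library with the range and median. The labels name no replicates, and no difference between groups was tested. The total UMI count was 132485391 in NEJ634, 40214395 in NEJ638, 83665373 in NEJ709 and 124678300 in NEJ723. It was 42191233 in NEJ654, 47253154 in NEJ677 and 76988802 in NEJ687. Intervals in parentheses are exact 95% intervals (Poisson for counts, Clopper-Pearson for shares) and cover counting error only.

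The number of barcodes that pass as cells was estimated first, because the deposited matrices list every barcode. Over the 7 libraries, 87838 barcodes were called as cells, with a mean of 4101 UMIs. Of these, 6385 (7.27%) had at most 500 UMIs or over 20% mitochondrial UMIs and were left out. That share ranged from 1.96% in NEJ654 to 16.8% in NEJ723. The 81453 cells kept numbered 20239 in NEJ634, 7122 in NEJ638, 16043 in NEJ709, 14017 in NEJ723, 7810 in NEJ654, 7922 in NEJ677 and 8300 in NEJ687. Their median UMI count was 2615 overall and ranged from 2086.5 in NEJ654 to 4631 in NEJ687. The calling rule moved the number kept most: the 99th percentile rule alone gave 27430, and keeping every barcode over 500 UMIs gave 149486. Removing 8855 cells with the highest doublet scores left 72598 analysed cells. A called barcode need not hold a single cell: clusters 2 and 28 of NEJ709, with 12746 of its 13984 analysed cells, had a variance between cells over that of draws from 1 profile with a median of 1.07 over 8 gene sets (at most 5.25), against a median of 5.93 in the named cells of the library, and these barcodes stay in all values over the cells of NEJ709.

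Cell classes were assigned from fixed marker genes to ask which cells each library held. Clustering gave 37 clusters, of which 23 took a class and 14 stayed unnamed, and 9 clusters with 26308 cells drew over 90% of their cells from 1 library. Hepatocyte-lineage-like cells made up 35.8% of the cells of NEJ634 (35.1 to 36.5) and 0.0723% of NEJ723 (0.0331 to 0.137), with a median of 2.79%. Unnamed cluster 12 (1086 cells, 72.7% of them from NEJ677) scored highest for this class but missed the minimum mean log2 fold of 1.5. Unnamed cluster 10 (870 cells, 50.2% of them from NEJ723) missed that minimum for cholangiocytes, and Epcam was among its leading genes. Neither cluster is in these shares, so a low share does not show that cells of the hepatocyte lineage were absent. The NEJ634 share depended on the clustering, and a higher Leiden resolution gave 13.7%. Erythroid-like cells ranged from 0.0674% in NEJ677 to 40.1% in NEJ687, with a median of 1.19%. Cells rich in haemoglobin that the naming limits left unnamed are not in these shares: unnamed cluster 11 (3861 cells, 82.4% of them from NEJ723) had 57.4% haemoglobin UMIs, and unnamed cluster 13 (2613 cells, 52.1% of them from NEJ638) had 89.7%. Cluster 11 held 25.6% of the cells of NEJ723. Endothelial-like cells ranged from 0.0930% in NEJ709 to 33.1% in NEJ654. Macrophage-like cells ranged from 0.536% in NEJ709 to 18.8% in NEJ654, and neutrophil-like cells from 1.24% in NEJ709 to 14.7% in NEJ687. The share of T/NK-like cells ranged from 0.372% in NEJ709 to 11% in NEJ677, and that of B-like cells from 0.377% in NEJ634 to 15.3% in NEJ677. Unnamed cells made up 40.4% of NEJ634, 25.2% of NEJ638, 93.1% of NEJ709 and 15.1% of NEJ654, with a median of 27.7% over the libraries.

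**Figure D1:**
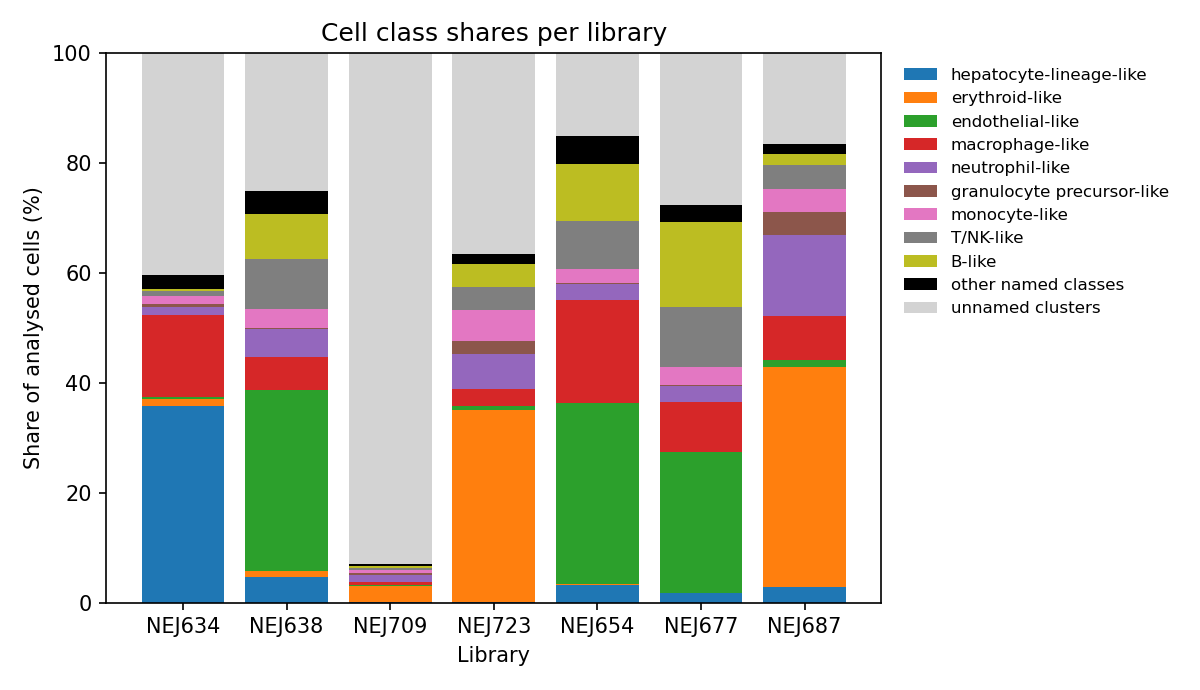
Share of analysed cells in each class (percent, stacked bars) for each of the 7 libraries. The unnamed share was highest in NEJ709, at 93.1%, and the hepatocyte-lineage-like share was highest in NEJ634, at 35.8%.

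Genes named by the study for these tumors were measured as counts per 1000000 UMIs (CPM) over all analysed cells, beside the ambient profile of the same library (barcodes ranked 45000 to 90000 by UMI count), which is the background. Afp (ENSMUSG00000054932) lies on chromosome 5 from 90490737 to 90508907, in the GRCm38 coordinates of GENCODE M21. The files do not state their build. Its level was 1292 CPM in NEJ634 (1283 to 1301), 488 in NEJ723, 266 in NEJ709, 148 in NEJ687, 21.4 in NEJ654, 14.9 in NEJ677 and 2.94 in NEJ638 (2.20 to 3.85). For NEJ634, leaving haemoglobin and mitochondrial UMIs out of the total gave 1424 CPM, and averaging over cells gave 1087. The ambient level of Afp was 923 CPM in NEJ634, 770 in NEJ723, 249 in NEJ709 and 366 in NEJ687. Without barcodes that are cells of another library, the level of NEJ709 was 307 CPM. Afp exceeded the ambient level beyond the counting intervals in 3 libraries, NEJ634, NEJ654 and NEJ677. In NEJ654, 95.4% of the Afp UMIs came from cells of cluster 36, whose barcodes recur in other libraries, and in NEJ677 the share was 92.8%. With barcodes called in 2 or more libraries left out, only NEJ634 remained above its ambient level. The level over all cells is an average that includes classes that should lack Afp. A level at or below ambient therefore does not show that Afp was only background in a library. The same limit holds for the other genes set against the ambient level, and levels within classes are given below.

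Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) ranged from 1.72 CPM in NEJ638 to 1369 in NEJ634, with a median of 220. It exceeded the ambient level in 2 libraries, NEJ634 and NEJ654, and in NEJ654 93.1% of its UMIs came from cells of cluster 36. Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617), a neutrophil granule gene, ranged from 37.2 CPM in NEJ677 to 6151 in NEJ709, with a median of 2004, and exceeded the ambient level in 5 libraries. NEJ654 and NEJ677 were not among them, at 45.4 and 37.2 CPM in cells against 294 and 344 CPM in the ambient profiles. With barcodes that are cells of another library left out, those ambient levels were 2.07 and 4.41 CPM, below the level in cells. Cells of cluster 36 gave 99.5% of the Camp UMIs of NEJ654 and 86.6% of those of NEJ677, and the other cells there held 0.238 CPM and 5.10 CPM. Epcam ranged from 1.98 CPM in NEJ687 to 45.8 in NEJ723 and exceeded the ambient level in 6 libraries. Rhd ranged from 1.11 CPM in NEJ677 to 334 in NEJ687 and exceeded the ambient level in 4 libraries. Cyp2e1 ranged from 0.141 CPM in NEJ723 to 295 in NEJ638, the 1 library where it exceeded the ambient level.

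**Figure D2:**
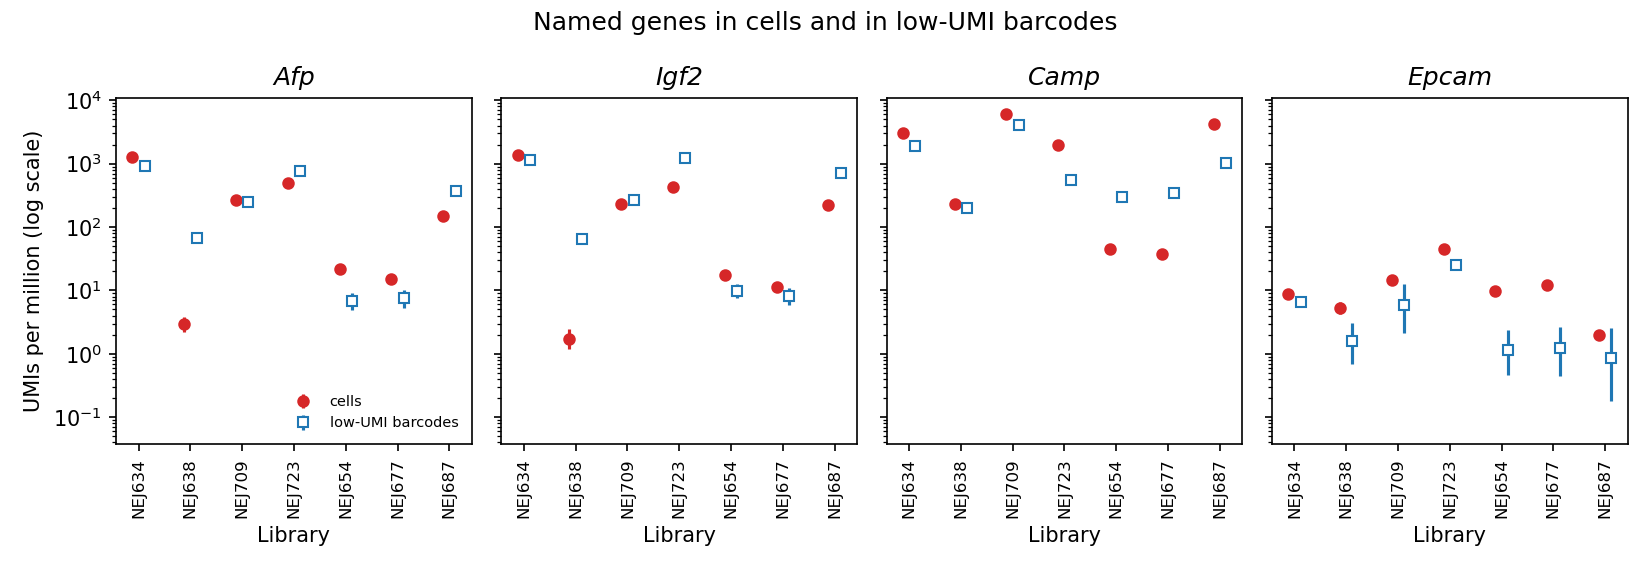
Level of Afp, Igf2, Camp and Epcam (CPM, log axis) in the analysed cells (circles) and the low-UMI barcodes (squares) of each of the 7 libraries, with exact 95% Poisson intervals. The level of Afp in cells lay between 2.94 CPM in NEJ638 and 1292 CPM in NEJ634.

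Within cell classes, Afp and Igf2 were read against T/NK-like and B-like cells, which should lack them. In hepatocyte-lineage-like cells, Afp was 2335 CPM in NEJ634 (2316 to 2353), 1614 in NEJ709, 1550 in NEJ687, 9.32 in NEJ638, 2.67 in NEJ677 and 2.09 in NEJ654. At the higher Leiden resolution the NEJ634 value was 2690 CPM. The NEJ709 value came from 24 cells. NEJ723 had 9 such cells and was left out. In T/NK-like cells, Afp was 131 CPM in NEJ634, 87.6 in NEJ723, 44.1 in NEJ709 and 18.1 in NEJ687. Igf2 in hepatocyte-lineage-like cells was 2604 CPM in NEJ634, 3320 in NEJ709, 2383 in NEJ687, 0.776 in NEJ638 and 1.40 in NEJ654. No Igf2 UMI was found in the 126 hepatocyte-lineage-like cells of NEJ677 (upper limit 3.28 CPM).

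Shares of cells with a UMI were taken after thinning each cell to 500 UMIs. In NEJ634, 56.9% of hepatocyte-lineage-like cells had an Afp UMI (55.6 to 58.1), against 9.15% of T/NK-like cells and 7.81% of B-like cells. Unthinned, the shares were 92.9%, 37.9% and 46.9%, at median depths of 3038, 4100 and 3266.5 UMIs. In NEJ687 the thinned share was 43.5% in hepatocyte-lineage-like cells and 1.74% in T/NK-like cells, and the unthinned shares were 91.2% and 7.85%, at median depths of 18353 and 3807 UMIs. Over all cells, the thinned share with an Epcam UMI ranged from 0.155% in NEJ687 to 0.796% in NEJ723. In T/NK-like cells of NEJ723 it was 0.589% (0.122 to 1.71), at a median depth of 4791 UMIs against 3888 over all cells. At this depth, the NEJ723 share over all cells was not distinguishable from that in its T/NK-like cells. A share over all cells does not exclude Epcam above background in a part of them. The Epcam level over all cells of NEJ723 was 45.8 CPM (44.3 to 47.3), against 24.8 in the ambient profile (22.3 to 27.5). Unthinned, the share was 4.42% over all cells and 6.48% in T/NK-like cells. Among unnamed clusters, cluster 10 held 437 cells of NEJ723 with 203 CPM of Epcam, 1989 of Afp and 1357 of Igf2. This cluster was singled out after its values were seen.

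The haemoglobin share of UMIs addresses how far red-cell transcripts reach into other cells. Over all analysed cells it ranged from 4.62% in NEJ634 to 26.7% in NEJ709, with a median of 14.7%. In the ambient profiles it ranged from 1.47% in NEJ638 to 33.5% in NEJ709. Without barcodes that are cells of another library, the ambient value of NEJ709 was 25.4%. In the 5 libraries with at least 20 erythroid-like cells it ranged from 37.1% in NEJ634 to 56.9% in NEJ709, with a median of 51.6%. In NEJ687 it was 46.6%, and clustering each library on its own moved it most, to 58.0%. In hepatocyte-lineage-like cells it ranged from 0.259% in NEJ638 to 1.81% in NEJ634. It reached 19.6% in megakaryocyte-like cells of NEJ723 and was at most 7.40% in the remaining named classes, erythroid-like cells aside. In unnamed cells it ranged from 7.11% in NEJ634 to 57.9% in NEJ638, and it was 37.5% in NEJ677 and 32.0% in NEJ654.

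A signature of 16 genes separates hepatoblastomas of class C1, which resemble mature hepatocytes, from the proliferating class C2. The mean log2(CPM + 1) of the 8 C2 genes minus that of the 8 C1 genes over all cells was 1.85 in NEJ723, 0.99 in NEJ687, 0.59 in NEJ709, -0.15 in NEJ634, -2.54 in NEJ654, -2.72 in NEJ677 and -3.59 in NEJ638. It was above 0 in 3 libraries and below 0 in 4. The choice of genes moved it most: without Bub1, Dlgap5 and Rpl10a the difference was above 0 in 1 library, with -0.50 in NEJ709 and -0.37 in NEJ687. These genes all belong to the C2 set, and Rpl10a was its highest gene in each library (722 to 2242 CPM). Leaving them out therefore lowers the difference by construction, and no C1 gene was left out in turn. With log2(CPM + 10), NEJ634 changed sign to 0.19. In hepatocyte-lineage-like cells the difference was below 0 in 6 of 6 libraries. It was -0.59 in NEJ634, -0.64 in NEJ687 and -0.70 in NEJ709, and -5.71 in NEJ638, -6.12 in NEJ654 and -7.32 in NEJ677. The C1 and C2 genes differ from each other in level, so the sign alone does not place a library in either class. In the ambient profiles it was above 0 beyond the counting interval only in NEJ723, at 0.65.

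**Figure D3:**
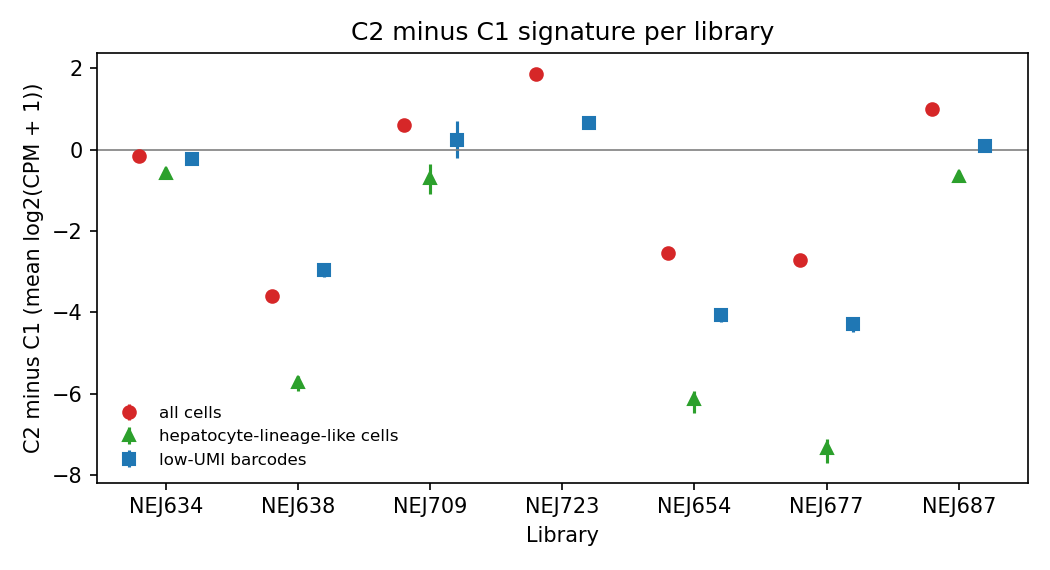
C2 minus C1 signature (mean log2(CPM + 1), vertical axis) in each of the 7 libraries for all cells (circles), hepatocyte-lineage-like cells (triangles) and low-UMI barcodes (squares), with 95% counting intervals. All 6 values in hepatocyte-lineage-like cells lay below 0.

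Proliferation was compared between named cell classes within each library. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was highest in erythroid-like cells in 5 of the 5 libraries with that class, beyond the intervals of the next class. Its level there was 1774 CPM in NEJ634 (1711 to 1838), 971 in NEJ638, 1344 in NEJ709, 839 in NEJ723 and 1137 in NEJ687. Leaving haemoglobin and mitochondrial UMIs out of the total raised these levels by a median of 2.16 times. When each library was clustered on its own, 4 libraries had the class, and Mki67 was highest in it in those 4. In NEJ654 the highest class was hepatocyte-lineage-like, at 170 CPM, and in NEJ677 it was T/NK-like, at 139 CPM. Pcna was highest in erythroid-like cells in 4 of 5 libraries and in T/NK-like cells in the other 3 libraries, and its intervals overlapped those of the next class in NEJ638, NEJ709, NEJ654 and NEJ677.

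**Figure D4:**
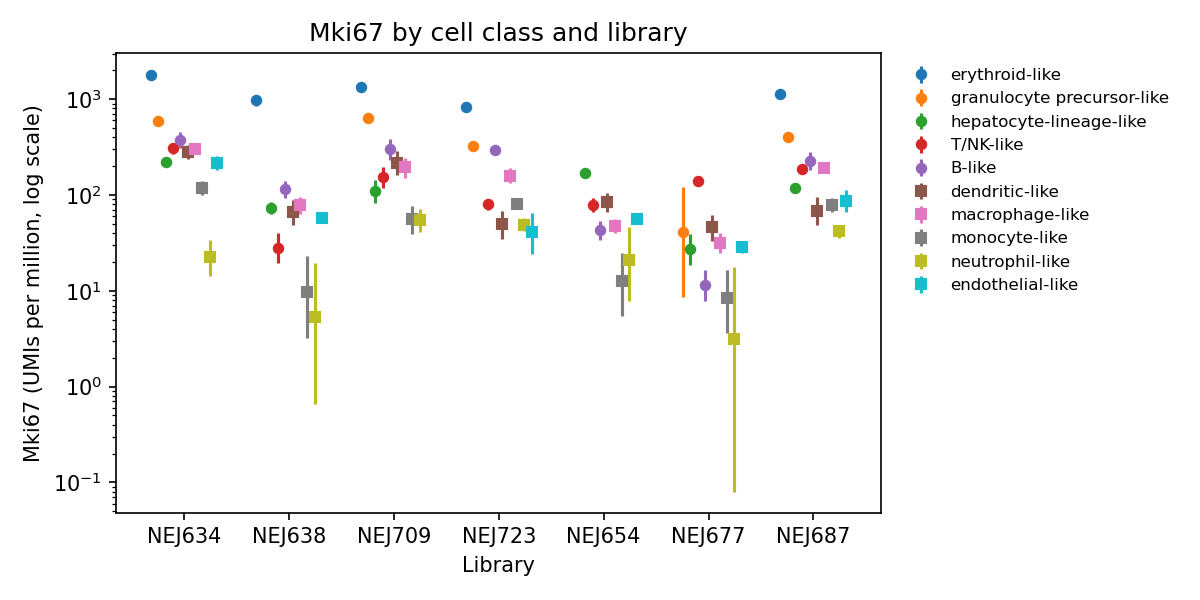
Level of Mki67 (CPM, log axis) in named cell classes of each of the 7 libraries, with exact 95% Poisson intervals. In the 5 libraries with erythroid-like cells, that class was highest, from 839 CPM in NEJ723 to 1774 CPM in NEJ634.

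Beyond the named genes, the 5 genes with the widest range between libraries were sought in hepatocyte-lineage-like cells, over 6 libraries and 2203 genes of at least 100 CPM. The highest over the lowest library was 19779 for Mup3 (counting interval 5475 to 163319) and 11265 for Mup20 (3118 to 93016), each with NEJ677 highest and NEJ687 lowest at 2 UMIs. It was 8481 for Cyp2a4 (1522 to 334989), with NEJ654 highest and NEJ634 lowest at 1 UMI. It was 7389 for Ces3b and 5252 for Ces3a, with NEJ677 highest and NEJ634 lowest. The library given as lowest is the lowest after libraries without a UMI were set to 3 UMIs. No UMI of Mup3, Cyp2a4 or Ces3b was found in NEJ709, nor of Cyp2a4, Ces3b or Ces3a in NEJ687, so those libraries could be lower for those genes. Clustering each library on its own moved Mup20 most, to 795.

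The description of NEJ709 names NEJ634, so the identity of the libraries was examined. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), which is transcribed from the inactive X chromosome, was 540 CPM in NEJ634, 1183 in NEJ638 and 486 in NEJ654, and at most 0.108 CPM in the other libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 76.3 CPM in NEJ709, 109 in NEJ723, 124 in NEJ677 and 102 in NEJ687. No kept barcode shared by a pair of libraries had the same UMI total in both. Of 21 pairs, 4 shared more barcodes among kept cells than independent draws would give, beyond the counting interval. NEJ654 and NEJ677 shared 191 (165 to 220), where 14.4 were expected, and NEJ634 and NEJ709 shared 85, where 75.6 were expected. With all barcodes over 100 UMIs 21 pairs shared more, at a median of 1.17 times the expected number and at most 3.23 times. An excess in every pair may reflect an expected number that is too low. The count of 21 therefore does not show that all libraries are linked.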

Values the study reported

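The study described 4 tumors and 3 healthy livers. Its filtered matrices held 90,715 cells, with a mean of 3037 UMIs and a median of 1963, between 302 and 32,765 UMIs per cell. By its quality limits, 9.3% of cells were of low quality. In its tumor-associated erythroid clusters, haemoglobin genes made up 33–83% of the UMIs of a cell.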

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

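The tests of the NEJ634 uncalled barcodes, of Xist in NEJ677 and of the exocrine genes were written down before their own values were seen, although the levels that prompted them were known. No biological explanation was tested, since the labels give no groups.

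Signal was found in barcodes that the main results do not use. Barcodes of NEJ634 with over 500 UMIs and at most 20% mitochondrial UMIs that were not called as cells numbered 46820 and carried 831 CPM of Afp (823 to 840). Their level was 0.901 of the ambient level. This comparison decides nothing: such barcodes are by construction those not found to differ from the ambient profile or not tested, and 24077 of them lie in the range that defines it. For the 22743 outside that range the Afp level was 0.894 of the ambient level, and the same selection applies. Free RNA and cells missed by the calling rule cannot be told apart here.

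The cells of NEJ677 and NEJ687 carried Y-linked UMIs, yet their low-UMI barcodes held 23.7 CPM and 11 CPM of Xist. Of the 114 low-UMI barcodes of NEJ677 with a Xist UMI, 99.1% were cells of NEJ654, a library with Xist. The share was 13.9% among barcodes without a Xist UMI and 0.246% among those with a Y-linked UMI. Reads of NEJ654 assigned to NEJ677 are a candidate explanation. With barcodes that are cells of another library left out, the Xist level fell to 0.232 CPM in NEJ677 and 0.319 CPM in NEJ687. For NEJ687 this was the only test made. The step at which reads were assigned was not tested.

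The low-UMI barcodes of NEJ638 held 1843 CPM of 14 exocrine pancreas genes, and its cells held 802 CPM. In the low-UMI barcodes of the other libraries the level lay between 9.26 CPM in NEJ723 and 78.7 CPM in NEJ654. Of the 14 genes, 4 had been seen before the list was written. Of the 10 others, 9 were above every other library beyond the counting intervals, and Amy2a5 was not. Cela1 was also present in the other libraries, at up to 77.5 CPM. Ctrb1 reached 393 CPM and Try4 271 CPM in NEJ638. RNA of pancreatic tissue in this sample may account for the pattern, and how such tissue would have entered was not tested.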

How the results depend on the processing

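Leaving out barcodes called in 2 or more libraries and the ambient profiles without barcodes of other libraries were tests chosen after seeing the data, and the other alternatives were planned. The cause was not tested for any change below, except where the alternative removes or adds cells or UMIs by its own construction.

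For the number of cells kept (81453), every alternative changed the set of barcodes by construction. Every barcode over 500 UMIs gave 149486, the 99th percentile rule alone 27430, 8000 expected cells 85536, over 1000 UMIs 73782, at most 10% mitochondrial UMIs 63300 and no mitochondrial limit 87818. Without barcodes called in 2 or more libraries it was 79464.

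With the 99th percentile rule alone, the share of hepatocyte-lineage-like cells in NEJ634 was 55.9% (reported 35.8%), that of erythroid-like cells in NEJ687 54.5% (40.1%) and the unnamed share of NEJ709 81.1% (93.1%). Afp was 1571 CPM over all cells of NEJ634 (1292) and 2499 in its hepatocyte-lineage-like cells (2335), and Camp was 6435 in NEJ709 (6151). The haemoglobin share was 28% over all cells of NEJ709 (26.7%) and 37.2% in erythroid-like cells of NEJ687 (46.6%).

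Over 1000 UMIs, the erythroid-like share of NEJ687 was 43.8%, and the haemoglobin shares were 26.7% in NEJ709 and 46.7% in erythroid-like cells of NEJ687. At most 10% mitochondrial UMIs gave a hepatocyte-lineage-like share of 34.6%, an unnamed share of 75.9% in NEJ709, Afp of 1279 CPM over all cells and 2356 CPM in hepatocyte-lineage-like cells of NEJ634, Camp of 6264 CPM and a haemoglobin share of 24.4% in NEJ709. With no doublets removed, the hepatocyte-lineage-like share was 42.2% and the erythroid-like share 42.8%. Afp was then 1273 CPM over all cells and 2187 CPM in hepatocyte-lineage-like cells, Camp 6113 CPM, and the haemoglobin shares 26.7% and 47.2%.

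At the higher Leiden resolution, the hepatocyte-lineage-like share of NEJ634 was 13.7%, the erythroid-like share of NEJ687 37.6% and the unnamed share of NEJ709 94.5%. Afp in hepatocyte-lineage-like cells was 2690 CPM and the haemoglobin share of erythroid-like cells 44.2%. With each library clustered on its own these were 22.0% for hepatocyte-lineage-like cells, 37.2% for erythroid-like cells, 2615 CPM for Afp and 58.0% for haemoglobin.

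Leaving haemoglobin and mitochondrial UMIs out of the total gave Afp of 1424 CPM over all cells and 2514 CPM in hepatocyte-lineage-like cells of NEJ634, and Camp of 9676 CPM in NEJ709, because the total is smaller by construction. The mean over cells gave 1087 CPM for Afp and 5905 CPM for Camp. Subtracting the ambient profile gave Afp of 2523 CPM in hepatocyte-lineage-like cells of NEJ634 and haemoglobin shares of 26.3% in NEJ709 and 49.1% in erythroid-like cells of NEJ687. With ambient profiles without barcodes of other libraries these were 2523 CPM, 26.7% and 49.1%. Without barcodes called in 2 or more libraries, Afp was 1250 CPM in NEJ634, Camp 6211 CPM in NEJ709, and the haemoglobin shares 27.3% and 46.5%.

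The C2 minus C1 difference over all cells reversed in NEJ634 with log2(CPM + 10), to 0.19, and 4 libraries were then above 0 in place of 3. Without Bub1, Dlgap5 and Rpl10a it reversed to -0.50 in NEJ709 and -0.37 in NEJ687, and 1 library was above 0. Leaving out these C2 genes lowers the difference by construction, since Rpl10a was the highest C2 gene in each library. In hepatocyte-lineage-like cells 0 libraries were above 0 under each of the alternatives run. Mki67 was highest in erythroid-like cells in 5 libraries under each alternative run except clustering each library on its own, where it was 4 of the 4 with the class. With barcodes over 100 UMIs in place of kept cells, 21 pairs of libraries shared more barcodes than expected, against 4. The median ratio was 1.17, and an excess in every pair does not show that all libraries are linked.

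The number of libraries above the ambient level changed without barcodes called in 2 or more libraries, from 3 to 1 for Afp, from 2 to 1 for Igf2 and from 6 to 5 for Epcam. For Afp, the 99th percentile rule alone gave 4. With ambient profiles without barcodes of other libraries it was 3 for Igf2, 5 for Epcam, and 0 for Gpc3 in place of 1. For Dlk1 it was 1 as reported, 3 under the 99th percentile rule alone, and 2 over 1000 UMIs and with those ambient profiles.

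Outside the results followed through every alternative above, 1655 values were computed under alternatives, some of which are given above. Of them, 1001 stayed within their counting interval or, for the number of libraries above the ambient level, unchanged, and 651 moved, 387 upward and 264 downward, and 3 are the reversals above. Of the upward moves, 76 were shares without thinning and 41 were library levels with haemoglobin and mitochondrial UMIs left out of the total. Both alternatives raise values by construction, so the upward and downward counts are not set against each other. Some alternatives gave no value. NEJ709 had fewer than 20 hepatocyte-lineage-like cells under the 99th percentile rule, the higher resolution and its own clustering, and NEJ638 had fewer than 20 erythroid-like cells under its own clustering. Afp in B-like cells had no value under the 99th percentile rule in NEJ634, NEJ709, NEJ723 and NEJ687, nor in T/NK-like cells of NEJ709 under its own clustering. The range genes were not computed with ambient subtraction. Of those 5 genes, 3 were among the 5 under the 99th percentile rule, and 4 with at most 10% mitochondrial UMIs, with no doublets removed, at the higher Leiden resolution and with each library clustered on its own.

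Depth limits the class values of small pools. The NEJ709 values in hepatocyte-lineage-like cells rest on 24 cells, and the lowest values of the range genes on 1 to 4 UMIs.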

Other observations

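Tests of the NEJ709 clusters, of cluster 36 (Xist, shared barcodes, and NEJ687 and NEJ677 as the source), of the NEJ709 description and of Afp in T/NK-like and B-like cells were chosen after the results had been seen. No biological explanation was tested for any pattern here, since the labels give no groups.

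Cells of one library recurred among the low-UMI barcodes of others. Of 42 ordered pairs of libraries, 9 shared over 10 times the number expected from independent draws, between 36.9 and 78.6 times. These pairs joined NEJ654, NEJ677 and NEJ687, joined NEJ709 and NEJ723, and in the direction from NEJ634 to NEJ638 joined those libraries. The reverse direction, NEJ638 to NEJ634, gave 2.48 times, the highest of the remaining pairs. In NEJ638, 322 low-UMI barcodes had an Afp UMI, and 90.4% of them were cells of NEJ634. The share was 21.7% among barcodes without an Afp UMI and 0.604% among those with a UMI of Ctrb1. Reads of NEJ634 assigned to NEJ638 may therefore account for most of the Afp in its ambient profile, which fell from 67.1 CPM to 6.53 CPM without barcodes that are cells of another library.

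Cluster 36 held 142 cells of NEJ654, 142 of NEJ677 and 78 of NEJ687. NEJ654 and NEJ677 shared 138 of these barcodes, where 0.00469 were expected, which argues against a cell type captured separately in each animal. In NEJ654 the Xist level of the cluster was 10.6 CPM, against 499 CPM in the other cells of that library, so reads assigned from elsewhere are a candidate explanation. The median UMI count of these barcodes was 2637 in NEJ654, 2542 in NEJ677, 1311 in NEJ687 and at most 1 in the 4 other libraries, which argues against those 4 as the source of cluster 36. Of 149 barcodes, 145 held fewer UMIs in NEJ687 than in NEJ654, and 131 held fewer in NEJ677 than in NEJ654, which argues against NEJ687 and NEJ677 as the source. A library outside the series stays open and was not tested. Afp was 778 CPM in cluster 36 of NEJ654 and 717 CPM in that of NEJ677, against at most 1.10 CPM in the other cells of those libraries.

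In NEJ709, clusters 2 and 28 held 12746 of 13984 cells (91.1%) and carried markers of several classes. With cells thinned to 500 UMIs, the variance of 8 gene sets between these cells over that of draws from 1 profile had a median of 1.07, against 5.93 in the named cells of the library. The ratio was not near 1 for each set: it reached 5.25 for haemoglobin and 2.25 for neutrophil markers. Free or mixed RNA in most droplets may account for the pattern in the other sets. Doublets of 2 cell types are argued against, because these cells outnumbered the named cells by 13.1 to 1. Damaged cells were not tested as a separate explanation.

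Barcodes of NEJ634 at ranks 45000 to 90000 held 210 to 952 UMIs, more than in the other libraries. Thinned to 200 UMIs, their variance ratio had a median of 1.40, and it reached 15.9 for haemoglobin and 7.26 for neutrophil markers. Free RNA in droplets without a cell may fill most of these barcodes, and the 2 high ratios leave room for some that held cells. At the same ranks, the haemoglobin ratio was 4.24 in NEJ723 (37179 barcodes used) and 2.52 in NEJ654 (9233 used). The ratio for neutrophil markers was 2.35 in NEJ723 and 7.02 in NEJ654, and the medians were 1.10 and 1.20. High ratios for these gene sets make the ambient profiles of NEJ634, NEJ723 and NEJ654 less certain.

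Afp in T/NK-like and B-like cells was set against the ambient share estimated from marker genes. It was within 2-fold in 3 of 4 libraries with enough signal, and it was 3.89 times the estimate in NEJ709, from 33 UMIs in 107 cells. In NEJ709, Afp in these cells was 21.3% of its ambient level and Igf2 was 6.60% of its own, against a marker estimate of 5.48%. Cells of another library made up 25.8% of the low-UMI barcodes of NEJ709 and 37.6% of their UMIs, which makes these percentages less certain. The genes disagree in NEJ709, and the error of the estimate was not measured, so free RNA in the droplets and another origin of Afp cannot be told apart.

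The description of NEJ709 names NEJ634. NEJ709 had 76.3 CPM of Y-linked genes and 0.0795 CPM of Xist, whereas NEJ634 had 540 CPM of Xist and 0.0485 CPM of Y-linked genes, which argues against the same animal behind both. A slip in the description stays open.

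Afp in hepatocyte-lineage-like cells fell into separate ranges: 2335 CPM in NEJ634, 1614 in NEJ709 and 1550 in NEJ687, and 9.32 in NEJ638, 2.67 in NEJ677 and 2.09 in NEJ654. The study names NEJ634, NEJ687, NEJ709 and NEJ723 as tumors, and the libraries low in Afp here are not among them. NEJ723 had too few hepatocyte-lineage-like cells for a value. Tumor against healthy tissue is therefore a candidate explanation. It was not tested, because groups were taken from the labels, which give none. The series text speaks of nuclei and the labels of cells. Mitochondrial genes gave between 1.37% (NEJ687) and 9.78% (NEJ709) of UMIs, and Malat1 gave between 0.504% (NEJ687) and 1.35% (NEJ677). In the ambient profiles, mitochondrial UMIs reached 56.5% in NEJ638 and Gm42418 reached 31.3% in NEJ723.

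The highest UMI count of a called cell here was 253127. That is higher than the value quoted from the study above. The lowest UMI count of a called cell here was 500. That is higher than the value quoted from the study above, and the calling rule sets it. The haemoglobin shares here were taken over the summed UMIs of all erythroid-like cells of a library, and those of the study over the UMIs of single cells in its own clusters, so they are not set against each other.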
